A study of Mus musculus with 28 samples.

How the data were processed

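RNA sequencing libraries were made from CTLL2 cells, a mouse cytotoxic T-cell line that depends on interleukin-2, with or without exosomes, the small vesicles that cells release, from B16F0 mouse melanoma cells. The 28 libraries fall into 9 groups by treatment and time, taken from the sample titles. Untreated cells were sampled at 0 h (n = 4) and at 0.5, 2, 4 and 8 h after the change to fresh medium (n = 3 each). Cells given fresh medium with exosomes at 0.2 mg/ml were sampled at 0.5, 2, 4 and 8 h (n = 3 each). The series design calls the replicates of a group biological. The sample descriptions put 9 libraries, 1 per group, in batch 1 and 19 in batch 2.

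Per the labels' protocols, total RNA was extracted with TRIzol, only RNA with an integrity number above 8 was used, libraries were built with a TruSeq RNA kit, and paired reads were run on a HiSeq instrument. Whether the libraries keep the strand is not stated there. The submitters' processing notes name CASAVA 1.8.4, STAR 2.4.2, featureCounts 1.5.0, DESeq2 and R 3.3.2 and the genome build GRCm38.p2, with no settings. The annotation release and the rule for reads that map to several places are not given in the sources used here. Values of overlapping genes on opposite strands and of near-identical copies, such as pseudogenes, ribosomal protein copies and histone genes, are therefore uncertain.

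The deposited table holds 1 value per gene and library for 30608 genes. These are read counts that the authors divided by 1 size factor per library, a normalized signal rather than raw counts. In each library the values are whole multiples of 1 step. Dividing by that step gave whole reads for 100% of values within 0.01 read, and the size factors recovered run from 0.401 to 1.59. The recovered reads sum to between 6072984 and 24085812 per library. A gene at 0 in a library can lie anywhere up to 3 reads, which is between 1.88 and 7.47 normalized counts depending on the library. This floor and the intervals of read ratios cover counting error only, since the reads carry no molecular identifiers. Pairs of libraries within a group differed by 1.32 to 133 times counting noise, as chi-square per degree of freedom over genes with at least 100 reads in the pair, and no pair was treated as 1 library. Symbols and positions came from the GENCODE M21 mouse annotation on GRCm38, in which 30403 of the gene identifiers were found, 23993 of them with the same version. No column lacked a sample.

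Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with a mean-variance trend, for the 14828 genes at 10 or more normalized counts in at least 3 libraries. The model had 1 mean per group and a batch term over all 28 libraries, which leaves 18 residual degrees of freedom. The contrasts were exosome-treated against untreated cells at each of the 4 times, the mean of these 4 effects, each untreated time against 0 h, and a moderated F test of whether the exosome effect differs between times. P-values were adjusted by Benjamini-Hochberg over all genes tested, and a gene was called below 0.05. Fold changes are on the log2(normalized count + 1) scale, which understates changes of genes near 0. Errors of log2 fold changes are limma's standard errors, and errors of normalized counts are standard deviations (SD). The authors' notes name DESeq2, and edgeR 4.0.16 quasi-likelihood tests and DESeq2 1.42.0 were run on the recovered reads as alternatives. On simulated reads for the real genes, limma recovered 91% of genes changed 2-fold and 98% of those changed 4-fold in the 0.5 h exosome comparison, with 16 false calls among 14614 genes. In the mean over the 4 times it recovered 99% at both sizes with 12 false calls among 14599 genes, and in untreated cells at 8 h 93% and 99% with 15 false calls among 14630 genes. These shares were not split by expression level, so they do not show the recovery of transcripts near 0. Another split of the real libraries of the 8 h exosome comparison gave 610 genes. The simulated false calls therefore do not bound false calls there.

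The groups, tests, gene lists, most alternatives and the rule for named genes were fixed before the data were examined. The rule took called genes with the same direction in both batches, leaving out predicted genes and RIKEN clones, up to 12 with the largest change in each direction for the mean exosome effect and up to 6 for each other contrast. It added 9 genes reported whatever their values (Ptpn11, Il12rb2, Gzmb, Ifng, Myc, Il2ra, Pmel, Dct and Tyrp1), the 6 genes with the smallest p of the F test, and for each list up to 4 called members with the largest change, or the 2 with the smallest p where none was called. Genes named outside this rule are said to be so.

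The 31 lists, matched by symbol, were melanocyte and melanoma transcripts, macrophage and dendritic cell markers, B cell markers, fibroblast and matrix markers, T cell identity and receptor, cytotoxic effectors, inhibitory receptors and exhaustion, IL-2 and STAT5 targets, IL-12 receptor and signalling, tyrosine phosphatases, immediate early genes, NF-kB targets, type I interferon response, interferon gamma response and antigen presentation, TGF-beta targets, nuclear-encoded oxidative phosphorylation, mitochondrially encoded genes, mitochondrial ribosome and import, glycolysis and lactate export, hypoxia targets, cholesterol synthesis and uptake, LXR targets and sterol export, ATF4 and amino acid response, unfolded protein response, heat shock response, p53 targets, NRF2 and metal response, G1/S and DNA replication, G2/M and mitosis, ribosome biogenesis and MYC targets, and replication-dependent histones. Of these, 30 had at least 3 tested members. They were tested with limma's camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists of a contrast, and again with an estimated correlation and with fry. An adjusted p named "with an estimated correlation" comes from the second form. Some genes sit in several lists, for example Tnf among cytotoxic effectors and NF-kB targets.

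Alternatives changed 1 choice at a time: the pseudocount (0.5 or 5), the filter (none, or at least 50 normalized counts), TMM or upper quartile rescaling of the deposited values, no batch term, a replicate block, batch 2 alone, no trend or a robust trend, quality weights per library, only the libraries of the 2 groups compared, edgeR, DESeq2, and each library of a comparison left out in turn. Further ones were added after seeing the data: leaving out the 2 libraries with the fewest genes at 0, leaving out or modelling the 8 libraries with skeletal muscle transcripts, a covariate for the relation between gene length and expression in each library, leaving out genes below 10 normalized counts in untreated libraries, and a separate exosome effect for each batch. Counts were also recomputed for other splits of the same libraries, with those that keep the batches balanced counted apart. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. Protein levels, the exosome preparations themselves and the raw reads were not analysed here.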

Results

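The transcriptome of CTLL2 cells was measured in 28 RNA sequencing libraries to ask how B16F0 melanoma exosomes change gene expression in cytotoxic T cells over 8 h. Each of the 4 times after the change to fresh medium had 3 untreated and 3 exosome-treated libraries, and 4 untreated libraries were taken at 0 h. Depth ranged from 6072984 recovered reads in exosome 0.5 h replicate 1 to 24085812 in exosome 4 h replicate 2. In most libraries between 27.8% and 39.9% of the genes in the table were at 0. In untreated 4 h replicate 1 and exosome 8 h replicate 3 only 15.7% and 22% were.

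Across the 4 times together, libraries of exosome-treated cells contained transcripts that untreated libraries lacked or held at a few reads. Tyrp1 and Dct, enzymes of melanin synthesis, were among them. Levels and rises in treated cells, here and below, may include RNA carried by the exosomes, which was not measured apart. Tyrp1 (ENSMUSG00000005994.14, chromosome 4 from 80834123 to 80851719 of GRCm38) was at 38.2 ± 20.4 normalized counts (SD, n = 12) in treated libraries, from 471 reads, and at 0 reads in all 12 time-matched untreated libraries. From these reads it was at least 135-fold higher (lower 95% counting bound), and 167-fold against a floor of 3 reads over the untreated group. Dct (chromosome 14 from 118012790 to 118052244) was at 22.9 ± 6.72 in treated libraries against a mean of 2.56 in untreated ones, a log2 fold change of 2.76 ± 0.20 (adjusted p = 4.37e-10). Maf, a transcription factor gene on chromosome 8 from 115682942 to 115707794, stood at 53.1 ± 23.2 against 0.958, and Ryk, which encodes a receptor for Wnt ligands, at 46.2 ± 26.9 against 0.777.

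In the mean of the 4 exosome effects 68 genes were called, 68 higher and 0 lower with limma, while 252 of the 673 genes with an unadjusted p below 0.05 were lower. edgeR called 68 genes and DESeq2 78, with 0 lower in either. The largest log2 fold changes were those of Tyrp1 (5.08 ± 0.23, adjusted p = 8.36e-14), Maf (4.98 ± 0.31), Ryk (4.72 ± 0.30), Sh3pxd2a (4.31 ± 0.30), which encodes a scaffold of invasive cell protrusions, and Rnf144a (4.20 ± 0.33). The RNA-binding protein gene Rbfox2 (3.93 ± 0.29), the imprinted gene Peg10 (3.92 ± 0.27), Dok5 (3.77 ± 0.33), the cytoskeletal linker gene Dst (3.71 ± 0.34), Gpr137b (3.55 ± 0.35), Fkbp9 (3.55 ± 0.26) and Wtip (3.49 ± 0.24) followed. Of the 68 genes, 48 averaged below 10 normalized counts in time-matched untreated libraries, 30 averaged below 1, and 3 had 0 untreated reads. For genes at so few untreated reads the fitted fold change depends on the 1 count added before the logarithm. The ratio of reads was 326 for Rnf144a (95% counting interval 58.1 to 12930, from 307 and 1 reads) and 125 for Peg10 (34.2 to 1037, from 235 and 2 reads). For 28 of them all 12 treated libraries were above every one of the 12 untreated ones. Most of these transcripts were scarce in treated cells too, with a median over the 68 genes of 19.0 normalized counts.

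Among genes well expressed in untreated cells, Wsb2 and Cmtm4, named here after their values were seen, had the larger exosome effects. Wsb2, an adaptor of a ubiquitin ligase, averaged 1847 ± 504 normalized counts with exosomes (n = 12) against 972 without, a log2 fold change of 0.88 ± 0.08 (adjusted p = 5.62e-08), and all 12 treated libraries were above every untreated one. Cmtm4 averaged 799.9 ± 315 against 367 and rose in the same test (adjusted p = 3.18e-06), with 10 of 12 treated libraries above every untreated one. With genes below 10 normalized counts in untreated libraries left out of the test, 13 genes were called in place of 68.

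**Figure D1:**
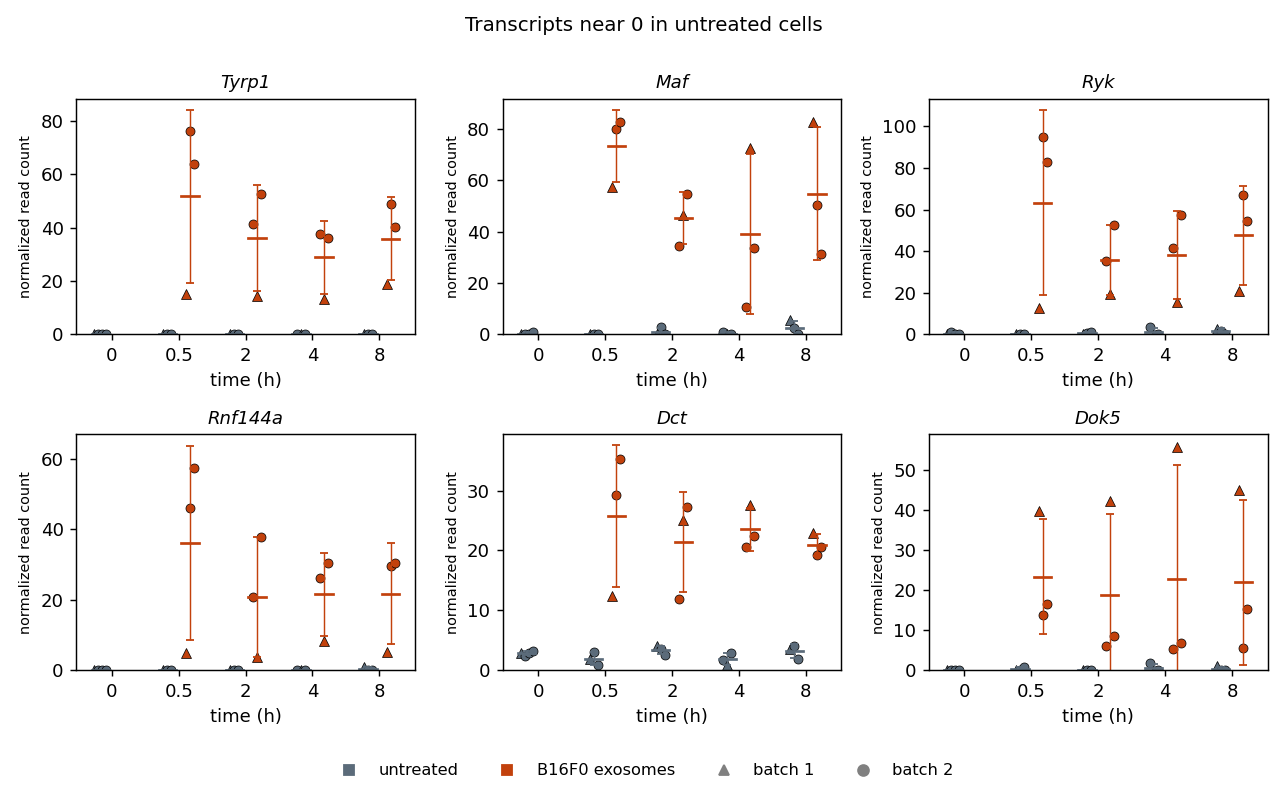
Normalized read counts (vertical axes, linear) of 6 transcripts against time in h, 1 point per library, with untreated libraries in grey, exosome-treated ones in orange, triangles for batch 1 and circles for batch 2. Horizontal bars are group means and whiskers SD (n = 4 at 0 h, n = 3 otherwise); Tyrp1 lies at 0 in every untreated library and between 13.2 and 76.3 in treated ones.

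The melanocyte and melanoma list was the gene group that moved most with exosomes. Of its 8 tested members 5 rose, 6 when adjusted over the list alone, 0 fell, and the median log2 fold change was 1.95 (camera adjusted p = 6.46e-32, and adjusted p = 7.97e-09 with an estimated correlation). The ion channel gene Trpm1 rose by 2.98 ± 0.30 and Mitf, the master transcription factor of melanocytes, by 2.93 ± 0.26. Pmel, a structural protein gene of melanosomes, was at 0.50 ± 0.21 and not called (adjusted p = 0.973).

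NF-kB targets were higher by a median of 0.10, with 2 of 20 called and 6 called when adjusted over the list alone (adjusted p = 1.5e-12, and adjusted p = 0.0157 with an estimated correlation). The called members were Nfkb2, an NF-kB subunit gene (0.34 ± 0.06, adjusted p = 0.00164), and Tnfaip3, a feedback inhibitor gene (0.72 ± 0.17, adjusted p = 0.048). Immediate early genes had a median of 0.08 with 0 of 27 called by limma, also when adjusted over the list alone (adjusted p = 5.6e-05, and adjusted p = 0.0157 with an estimated correlation). In the list of LXR targets and sterol export, 1 of 8 members was called, the fatty acid desaturase gene Scd1 (0.80 ± 0.17, adjusted p = 0.0193), with a median of 0.06 (adjusted p = 0.00328, and adjusted p = 0.0181 with an estimated correlation). Scd1 was at low levels, 25.4 normalized counts with exosomes against 15.3 without. Fitted for each batch apart, the list held in neither (adjusted p = 0.0782 in batch 2 and 0.312 in batch 1 with an estimated correlation). TGF-beta targets (median 0.06), oxidative phosphorylation (-0.06) and ribosome biogenesis and MYC targets (-0.03) passed with the preset correlation alone. Their values were adjusted p = 0.00156, 5.87e-07 and 0.0327 with the preset and adjusted p = 0.315, 0.902 and 0.924 with an estimated correlation. The call of Tnfaip3 was lost in 19 of the 24 leave-outs of 1 library and that of Scd1 in 8 of 24, with adjusted p up to 0.137 and 0.0593.

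The genes of T-cell function on the lists were not called in the mean exosome effect. Ptpn11, which encodes the phosphatase SHP2, was at 0.03 ± 0.03, the IL-12 receptor subunit gene Il12rb2 at 0.09 ± 0.06, granzyme B (Gzmb) at -0.02 ± 0.05, Ifng at 0.14 ± 0.10, Myc at -0.08 ± 0.03 and the IL-2 receptor alpha gene Il2ra at 0.00 ± 0.05, each with an adjusted p of 0.973 or above. Median log2 fold changes were -0.03 for T cell identity and receptor (camera adjusted p = 0.573), -0.01 for cytotoxic effectors (0.919), 0.03 for inhibitory receptors (0.526), 0.01 for IL-2 and STAT5 targets (0.956), 0.05 for IL-12 signalling (0.195) and 0.01 for tyrosine phosphatases (0.926). For type I and interferon gamma responses they were 0.01 and -0.01 (0.704 and 0.894). Of markers of other cells, macrophage and dendritic cell genes had a median of -0.06 (0.526), B cell genes 0.05 (0.949) and fibroblast and matrix genes 0.30 (0.214). Medians of mitochondrial ribosome and import (-0.02, 0.0581), glycolysis (0.03, 0.313), hypoxia (-0.01, 0.977), cholesterol (-0.01, 0.977), ATF4 response (0.02, 0.618), unfolded protein response (-0.01, 0.925), heat shock (-0.03, 0.526), p53 targets (0.02, 0.526), NRF2 and metal response (-0.01, 0.919), G2/M (0.02, 0.618) and histones (-0.04, 0.453) also missed the threshold. In G1/S and DNA replication (median 0.01, adjusted p = 0.581) 1 of 30 members rose, E2f2, at 2.13 ± 0.36. Mitochondrially encoded genes had 0 members among the genes tested.

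The exosome effect was also fitted separately for the 4 treated libraries of batch 1 and the 8 of batch 2. Batch 2 gave 71 genes up and 0 down, and batch 1 gave 32 up and 2 down. Tyrp1 rose by 5.62 ± 0.19 in batch 2 and by 4.02 ± 0.26 in batch 1, Ryk by 5.22 ± 0.32 and 3.71 ± 0.44, Maf by 4.77 ± 0.37 and 5.40 ± 0.52, and Dct by 2.78 ± 0.24 and 2.72 ± 0.34. The test of the difference between batches called 5 genes, with 721 at an unadjusted p below 0.05. These were Cmtm4 (1.36 ± 0.07 in batch 2, 0.32 ± 0.09 in batch 1), Rnf144a (5.08 ± 0.23 and 2.45 ± 0.33), the ceramide kinase gene Cerk (4.36 ± 0.31 and 1.42 ± 0.43), Wsb2 (1.08 ± 0.07 and 0.48 ± 0.09) and the histone gene Hist1h3c (0.25 ± 0.16 and -1.20 ± 0.22).

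NF-kB targets differed between batches as a group. Their median exosome effect was 0.15 in batch 2, where 5 of 20 members rose (adjusted p = 7.49e-06 with an estimated correlation), and -0.01 in batch 1, where 0 of 20 were called by limma (adjusted p = 0.963 with an estimated correlation). The difference passed the test (adjusted p = 0.00428 with an estimated correlation), and so did that of the immediate early genes (adjusted p = 0.00428 with an estimated correlation). For the melanocyte list the medians were 1.85 and 1.92 and the difference did not pass (adjusted p = 0.522 with an estimated correlation).

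**Figure D2:**
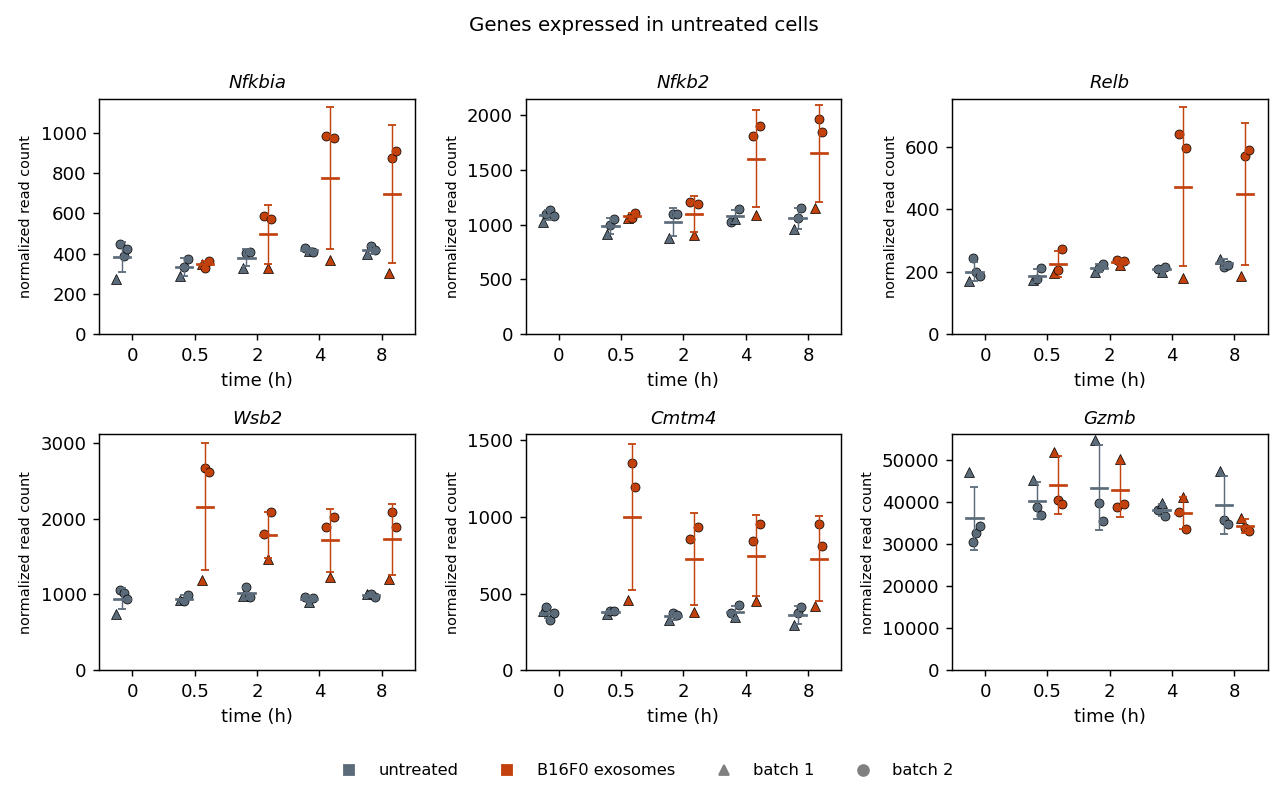
Normalized read counts (vertical axes, linear) of 6 genes expressed in untreated cells against time in h, 1 point per library, with colours, symbols, bars and whiskers as for the transcripts near 0. At 4 h Nfkbia lies at 369.9 in the treated batch 1 library against a mean of 979 in the treated batch 2 libraries, and Gzmb has a log2 fold change of -0.02 over the 4 times.

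At 0.5 h the transcripts seen with exosomes were already there. Maf was at 73.4 ± 14.0 normalized counts (SD, n = 3) in treated cells and at 0 in untreated ones, Ryk at 63.4 ± 44.5 and 0, and Tyrp1 at 51.8 ± 32.5 and 0. limma called 36 genes, 36 higher and 0 lower, and 268 of 639 genes with an unadjusted p below 0.05 were lower. edgeR called 46 genes and DESeq2 49, with 0 lower in either. Of the 36, 32 averaged below 10 normalized counts in untreated libraries. The largest log2 fold changes were those of Maf (6.20 ± 0.62, adjusted p = 1.92e-06), Ryk (5.57 ± 0.60), Dst (5.49 ± 0.68), Tyrp1 (5.43 ± 0.45), Rbfox2 (4.69 ± 0.57) and Rnf144a (4.67 ± 0.66). In the melanocyte list 4 of 8 members rose and 5 when adjusted over the list alone (adjusted p = 3.95e-19, and adjusted p = 4.69e-07 with an estimated correlation), including Mitf (3.56 ± 0.51), Dct (3.13 ± 0.40) and Trpm1 (3.22 ± 0.60). Fibroblast and matrix markers, LXR targets (median 0.08) and oxidative phosphorylation (0.06) passed with the preset correlation, at adjusted p = 0.0143, 0.0143 and 0.0251, with 0 members called by limma and, adjusted over the list alone, 2 LXR targets higher. They did not hold, at adjusted p = 0.49, 0.0598 and 0.978 with an estimated correlation. In batch 2 alone 53 genes were called, 34 of them among the 36. The skeletal muscle actin gene Acta1 was at 194 and 327 normalized counts in exosome 0.5 h replicates 1 and 3 and at most 3.01 in the untreated 0.5 h libraries. Leaving out the 8 libraries with muscle transcripts keeps only replicate 2 among the treated 0.5 h libraries. That setting therefore cannot test this comparison. With untreated-low genes left out 1 gene was called, and the call of Trpm1 was lost in 4 of 6 leave-outs (adjusted p up to 0.123).

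At 2 h the same kind of transcript led, with Sh3pxd2a at 38.6 ± 8.29 normalized counts in treated cells against 0.23 ± 0.40 in untreated cells and Tyrp1 at 36.1 ± 19.8 against 0. limma called 28 genes, 28 higher and 0 lower, and 78 of 245 genes with an unadjusted p below 0.05 were lower. edgeR and DESeq2 each called 26, with 0 lower. Sh3pxd2a (5.03 ± 0.60, adjusted p = 4.79e-05), Tyrp1 (5.03 ± 0.45), Maf (4.86 ± 0.62), Ryk (4.54 ± 0.60), Rbfox2 (4.26 ± 0.57) and Peg10 (4.19 ± 0.53) changed most. Of the melanocyte list 4 of 8 rose, also when adjusted over the list alone (median 1.68, adjusted p = 7.55e-21, and adjusted p = 2.41e-07 with an estimated correlation). NF-kB targets (median 0.10, adjusted p = 0.00113), cholesterol synthesis (0.06, 0.00306), cytotoxic effectors (0.06, 0.0206), TGF-beta targets (0.10, 0.0475) and ribosome biogenesis (-0.04, 0.0166) passed with the preset correlation and had 0 called members by limma. None of these 5 held, at adjusted p = 0.694 or 0.726 with an estimated correlation. The calls of Trpm1, Mitf and Dct were lost in 4, 5 and 3 of 6 leave-outs (adjusted p up to 0.261, 0.0983 and 0.082). With batch 2 alone 28 genes were called, 21 of them shared, and there NF-kB targets, with Nfkbia called, and immediate early genes did hold (adjusted p = 0.00295 and 0.00951 with an estimated correlation). The count fell to 16 without untreated replicate 3, 18 without exosome replicate 2 and 14 without exosome replicate 3, and it was 0 with untreated-low genes left out (1 at 0.5 h).

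At 4 h Tyrp1 was at 28.9 ± 13.7 normalized counts in treated cells against 0, Dct at 23.6 ± 3.60 against 1.83 ± 1.04, and Sh3pxd2a at 41.2 ± 4.85 against 2.66 ± 3.08. limma called 23 genes, 23 higher and 0 lower, and 269 of 645 genes with an unadjusted p below 0.05 were lower. edgeR called 23 genes, 1 of them lower, and DESeq2 22. Tyrp1 (4.77 ± 0.45, adjusted p = 8.82e-07), Maf (4.66 ± 0.62), Ryk (4.39 ± 0.60), Rnf144a (4.31 ± 0.66), Sh3pxd2a (3.94 ± 0.60) and Peg10 (3.65 ± 0.53) led. In the melanocyte list 2 of 8 members rose and 4 when adjusted over the list alone (median 1.36, adjusted p = 1.84e-11, and adjusted p = 1.99e-05 with an estimated correlation). NF-kB targets had a median of 0.20, with 0 of 20 called over all genes by limma and 8 higher when adjusted over the list alone (adjusted p = 6.68e-11, and adjusted p = 0.0318 with an estimated correlation). Their medians against 0 h libraries of the same batch were 0.513, 0.112 and 0.395 in exosome 4 h replicates 1, 2 and 3. Acta1 was at 415 and 75.2 normalized counts in replicates 1 and 2, and at most 3.44 in untreated 4 h libraries. The other 7 lists past the preset test, among them immediate early genes (median 0.10, adjusted p = 0.00919) and G1/S genes (0.05, 0.00919), did not hold, at adjusted p = 0.142 to 0.855 with an estimated correlation. In batch 2 alone the NF-kB targets had 7 of 20 members higher (adjusted p = 3.1e-05 with an estimated correlation) and immediate early genes held too (adjusted p = 0.00855 with an estimated correlation). The batch 2 libraries alone gave 39 genes, 36 higher and 3 lower, 19 of them shared, and 0 genes were called with untreated-low genes left out.

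At 8 h transcripts of the same set were still present, and some expressed genes were lower. Tyrp1 was at 35.9 ± 15.4 normalized counts with exosomes against 0 without, Lbh at 20.9 ± 4.81 against 0.30 ± 0.52, and the chaperone gene Fkbp9 at 20.1 ± 6.52 against 0.30 ± 0.52. Bid, a cell death gene of the BCL-2 family, was at 1562 ± 144 against 1868 ± 120 and Chchd4, which serves protein import into mitochondria, at 897 ± 190 against 1151 ± 160. limma called 67 genes, 58 higher and 9 lower, and 1944 of 3968 genes with an unadjusted p below 0.05 were lower. The largest log2 fold changes up were those of Tyrp1 (5.10 ± 0.45, adjusted p = 4.35e-07), Ryk (4.36 ± 0.60), Maf (4.21 ± 0.62), Lbh (4.12 ± 0.60), Fkbp9 (4.05 ± 0.51) and Gpr137b (3.91 ± 0.70). Down were Fam241a (-0.86 ± 0.20), Rpsa-ps2 (-0.77 ± 0.17), a pseudogene whose reads cannot be separated from those of Rpsa, Mitd1 (-0.42 ± 0.09), Drc1 (-0.40 ± 0.09), Chchd4 (-0.37 ± 0.09) and Bid (-0.26 ± 0.06, adjusted p = 0.0427). Il12rb2 was at 3044 ± 320 against 2349 ± 746, a log2 fold change of 0.42 ± 0.13 that was not called (adjusted p = 0.0789), and Gzmb was at -0.18 ± 0.09 (adjusted p = 0.222).

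The melanocyte list at 8 h had 4 of 8 members higher and 6 when adjusted over the list alone (median 1.85, adjusted p = 1.47e-07, and adjusted p = 0.000387 with an estimated correlation). Of NF-kB targets 1 of 20 rose, Nfkb2 (0.61 ± 0.12, adjusted p = 0.0133), and 9 when adjusted over the list alone (median 0.24, adjusted p = 0.00156). Oxidative phosphorylation genes had a median of -0.32, with 0 of 76 called over all genes by limma and 46 lower when adjusted over the list alone (adjusted p = 4.95e-16). Mitochondrial ribosome and import (-0.24, 14 lower when adjusted over the list alone, adjusted p = 3.55e-07), cytotoxic effectors (-0.22, 8 lower, 0.000489), TGF-beta targets (0.23, 3 higher, 0.00975) and histones (-0.63, 0 called, 0.000125) also passed with the preset correlation. Apart from the melanocyte list these calls did not hold, at adjusted p = 0.517 or 0.54 with an estimated correlation. In batch 2 alone, NF-kB targets did hold, with 6 of 20 higher and a median of 0.31 (adjusted p = 5.85e-05 with an estimated correlation), as did immediate early genes (adjusted p = 0.0467 with an estimated correlation). In the untreated 8 h libraries of replicates 1 and 2 Acta1 stood at 202 and 206 normalized counts, against 3.57 in replicate 3 and 1.79 to 2.09 in the exosome 8 h libraries. The count of 67 was 3903 without untreated replicate 3, 25 without untreated replicate 2, 38 without untreated replicate 1 or exosome replicate 2, 37 without exosome replicate 1 and 953 with DESeq2, which shared 25 genes. Each of the 6 genes named as lower lost its call in 4 or 5 of the 6 leave-outs, Nfkb2 in 3 and Trpm1 in 4. Batch 2 alone gave 53 genes, 53 higher and 0 lower. With untreated-low genes left out 0 genes were called, so the genes named as lower and Nfkb2 lost their calls there too.

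Whether the exosome effect differed between times was tested directly. Of 64 genes called higher at any time, 20 were higher at all 4 times and 28 at 3 or more, and pairs of times shared 22 to 30 genes where independent lists of the same sizes would share 0.0434 to 0.141. The moderated F test called 0 genes with limma, with 1873 at an unadjusted p below 0.05, and 0 with edgeR, 5 with DESeq2 and 1347 without untreated 8 h replicate 3. The smallest p-values were those of Gm6085, Catsperg2, Rpsa-ps2, Gm10156, Gm5605 and Gm14270 (adjusted p = 0.366 each). Within batch 2 alone 3 genes were called, all of the NF-kB system and named after their values were seen. The inhibitor gene Nfkbia had log2 exosome effects of -0.04 ± 0.08, 0.52 ± 0.08, 1.22 ± 0.08 and 1.06 ± 0.08 at 0.5, 2, 4 and 8 h (F test adjusted p = 0.000287). For the subunit gene Relb the effects were 0.28 ± 0.13, 0.12 ± 0.13, 1.54 ± 0.13 and 1.40 ± 0.13, and for Nfkb2 0.08 ± 0.07, 0.12 ± 0.07, 0.78 ± 0.07 and 0.78 ± 0.07 (adjusted p = 0.00184 each). In batch 1, with 1 library per group, Nfkbia was at 369.9 normalized counts with exosomes and 411.9 without at 4 h, and Relb at 181 and 199, while Nfkb2 was higher with exosomes at all 4 times, from 907 against 879 at 2 h to 1148 against 959 at 8 h.

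The untreated libraries followed the cells after the change to fresh medium. At 0.5 h IL-2 and STAT5 targets and immediate early genes were higher than at 0 h as groups (adjusted p = 0.000172 and 7.29e-05 with an estimated correlation). Tnf, the tumour necrosis factor gene on chromosome 17 from 35199381 to 35202007, went from 129.8 ± 10.3 normalized counts (SD, n = 4) to 452 ± 31.0 (n = 3), and the growth-factor response gene Egr1 from 52.5 ± 14.8 to 239 ± 30.8. Socs3, a feedback inhibitor of cytokine signalling, went from 1170 ± 91.2 to 2561 ± 123 and Cish, a target of IL-2 and STAT5, from 1930 ± 123 to 3340 ± 299. Ddit4, a stress gene that restrains mTOR, went down from 3492 ± 1288 to 1893 ± 587.

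limma called 28 genes at 0.5 h, 25 higher and 3 lower. The largest changes were those of Fos (3.10 ± 0.56), Egr1 (2.20 ± 0.22), Tnf (1.8 ± 0.12, adjusted p = 1.33e-09), the growth factor gene Hbegf (1.52), the MAP kinase phosphatase gene Dusp6 (1.49 ± 0.13) and Socs3 (1.12 ± 0.09), with Ddit4 (-0.95 ± 0.12), Gapdh (-0.79 ± 0.15) and Zfp36l2 (-0.33) lower. Of IL-2 and STAT5 targets 5 of 22 rose and 9 when adjusted over the list alone (median 0.19, adjusted p = 3.85e-22, and adjusted p = 0.000172 with an estimated correlation), among them Osm (0.96 ± 0.10), Cish (0.81 ± 0.11) and Socs1 (0.74 ± 0.10). Of immediate early genes 5 of 27 rose and 9 when adjusted over the list alone (median 0.16, adjusted p = 5.54e-15, and adjusted p = 7.29e-05 with an estimated correlation). Cytotoxic effectors had 2 of 19 higher, Tnf and Ifng (1.07 ± 0.19), and cholesterol synthesis 0 of 24 by limma and 3 when adjusted over the list alone. Both passed with the preset correlation (adjusted p = 1.6e-11 and 4.41e-08) and not otherwise (adjusted p = 0.0749 for each with an estimated correlation). The other 5 lists past the preset test, NF-kB targets (0.00855), hypoxia (0.00366), G1/S (4.72e-05), G2/M (0.00121) and ribosome biogenesis (0.00855), had adjusted p = 0.51 or 0.727 with an estimated correlation. Of 39 genes called in batch 2 alone, 24 were shared. Myc rose by 0.37 ± 0.06 (adjusted p = 0.00504), a call lost without untreated 0.5 h replicate 1 (0.0628). The calls of Fos and Ifng were lost without untreated 0.5 h replicate 2 (adjusted p = 0.115 and 0.132), that of Gapdh without replicate 1 of either time (up to 0.288) and that of Zfp36l2 in 6 of 7 leave-outs (up to 0.459).

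At 2 h the cytokine genes Lta and Ifng were higher than at 0 h and single genes of the hypoxia response lower, while the hypoxia list as a group did not hold (adjusted p = 0.0874 with an estimated correlation). Etv5, a transcription factor gene downstream of MAP kinase signalling, went from 32.2 ± 25.8 to 126.6 ± 20.4 normalized counts, and Lta, the lymphotoxin gene, from 466 ± 175 to 1132 ± 287. Ankrd37, a target of hypoxia-inducible factor, went from 1249 ± 790 to 318 ± 345 and Prdm1, the gene of the repressor BLIMP1, from 1840 ± 750 to 561 ± 117. The glucose transporter gene Slc2a1 went from 2286 ± 533 to 1081 ± 291.

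limma called 272 genes at 2 h, 123 higher and 149 lower. Etv5 (2.19), Lta (1.32 ± 0.20) and Ifng (0.99 ± 0.19, adjusted p = 0.00361) rose, and Ankrd37 (-2.51 ± 0.28, adjusted p = 6e-06), Kif26a (-1.88 ± 0.36), Prdm1 (-1.70 ± 0.21), Kctd11 (-1.68) and Foxn1 fell. Of hypoxia targets 7 of 17 fell and 11 when adjusted over the list alone (median -0.29), among them Ddit4 (-1.09 ± 0.12) and Kdm3a (-0.74 ± 0.09), and of glycolysis genes 4 of 19 and 9 (median -0.09), among them Slc2a1 (-1.14 ± 0.13) and Hk2 (-1.09 ± 0.26). These lists passed with the preset correlation (adjusted p = 4.21e-10 and 1.89e-05) and had adjusted p = 0.0874 each with an estimated correlation. Cytotoxic effectors (median 0.22, 2 of 19 higher, adjusted p = 6.65e-08), oxidative phosphorylation (0.19, 1 of 76 higher, 6.65e-08) and mitochondrial ribosome (0.18, 2 of 28 higher, 4.24e-07) had adjusted p = 0.178, 0.656 and 0.384 with an estimated correlation. The oxidative phosphorylation median was 0.522 in untreated 2 h replicate 1, against 0.0483 in replicate 2 and -0.0043 in replicate 3. Ribosome biogenesis genes (0.13, 3 of 30 higher, among them Gnl3 at 0.50 ± 0.10, adjusted p = 4.77e-06) and 5 further lists, with p53 targets (2 of 15 lower, Cdkn1a at -0.81 ± 0.09) among them, had adjusted p = 0.132 to 0.656 with an estimated correlation. The inhibitory receptor genes Ctla4 (-1.19 ± 0.19) and Vsir (-0.41 ± 0.07) fell. The call of Hk2 was lost without untreated 0 h or 2 h replicate 1 (adjusted p up to 0.177). Fitting batch 2 alone gave 495 genes, 208 of them shared, and without a batch term 18 were called. Leaving out untreated 2 h replicate 1 or 2 gave 164 or 148, and leaving out 0 h replicate 2, 3 or 4 gave 155, 168 or 161.

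At 4 h genes of the hypoxia response, glycolysis and cholesterol synthesis were lower than at 0 h as groups. Bnip3, a hypoxia-induced mitophagy gene, went from 2610 ± 865 to 1176 ± 565 normalized counts, and Sqle, an enzyme of cholesterol synthesis, from 2992 ± 139 to 2064 ± 128. The survival gene Bcl2 went from 5242 ± 643 to 2969 ± 156 and the kinase gene Pim2 from 740.6 ± 30.5 to 453 ± 69.4. Qprt, an enzyme gene of NAD synthesis, went up from 416 ± 70.4 to 624 ± 107.

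limma called 177 genes at 4 h, 33 higher and 144 lower, while 825 of 1733 genes with an unadjusted p below 0.05 were lower. Of hypoxia targets 10 of 17 fell and 13 when adjusted over the list alone (median -0.51, adjusted p = 2.64e-30, and adjusted p = 0.000435 with an estimated correlation), led by Ankrd37 (-1.73 ± 0.28), Bnip3 (-1.28 ± 0.13), P4ha1 (-1.07 ± 0.15) and Ero1l (-1.05 ± 0.13). Of cholesterol genes 9 of 24 fell and 20 when adjusted over the list alone (median -0.26, adjusted p = 2.58e-26, and adjusted p = 0.00048 with an estimated correlation), led by Sqle (-0.54 ± 0.06), Msmo1 (-0.51 ± 0.09), Hmgcs1 (-0.49 ± 0.09) and Cyp51 (-0.48 ± 0.06). Of glycolysis genes 5 of 19 fell and 8 when adjusted over the list alone (median -0.24, adjusted p = 2.58e-12, and adjusted p = 0.00104 with an estimated correlation), led by Slc2a1 (-1.13 ± 0.13) and Pfkl (-0.88 ± 0.09). Of IL-2 and STAT5 targets 7 of 22 fell, also when adjusted over the list alone (median -0.17, adjusted p = 3.51e-09, and adjusted p = 0.0117 with an estimated correlation), among them Bcl2 (-0.82 ± 0.11), Pim2 (-0.71 ± 0.08) and Prdm1 (-0.84 ± 0.21). The 8 other lists past the preset test had adjusted p = 0.277 to 0.563 with an estimated correlation. Single genes with large changes were Rcor2 (-2.39), Kif26a (-2.02 ± 0.36), the DNA glycosylase gene Neil2 (-1.91 ± 0.23), Qprt (0.62 ± 0.10) and the T-cell coreceptor gene Cd8a (0.64 ± 0.16, adjusted p = 0.0497, lost in 6 of 7 leave-outs). From batch 2 alone 692 genes were called, 163 of them shared, and without a batch term 10 were called. Leaving out untreated 4 h replicate 1 or 3 gave 103 or 52 genes, leaving out 0 h replicate 4 gave 113, and Rcor2, Kif26a and Hmgcs1 lost their calls without untreated 4 h replicate 3, as Prdm1 did in 6 of 7 leave-outs.

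**Figure D3:**
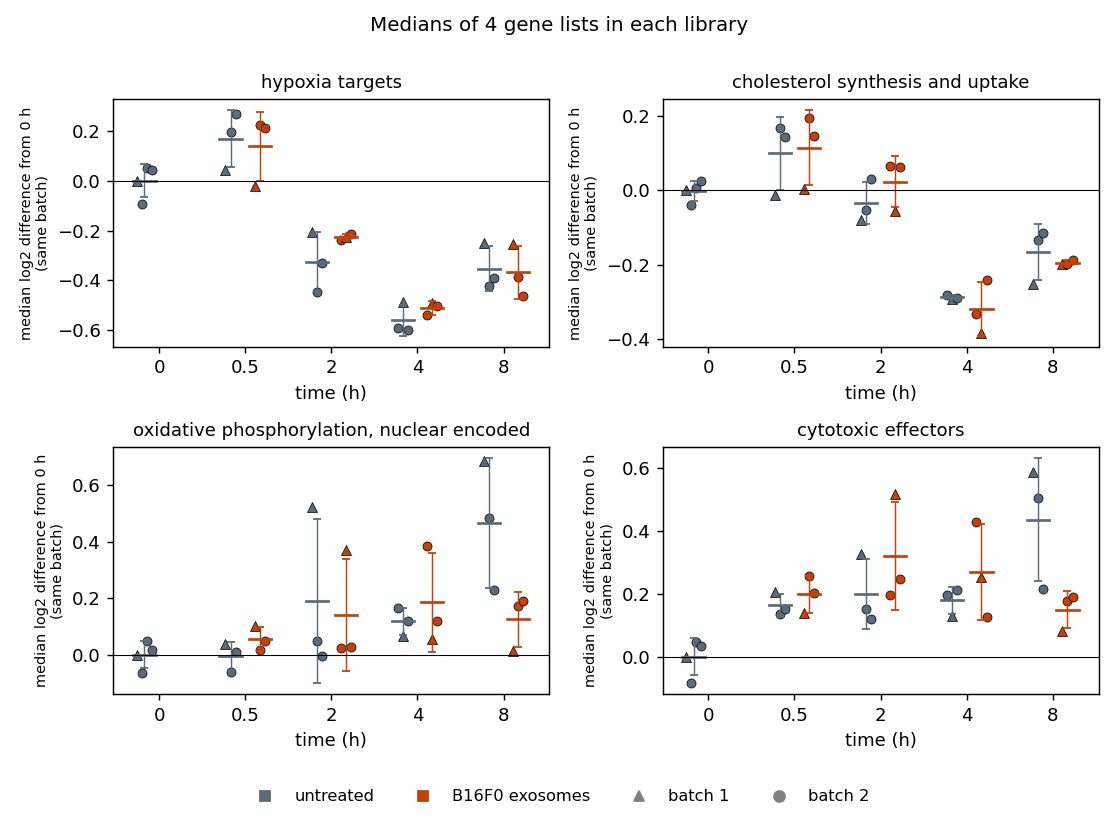
Median over the genes of a list of the log2 difference from the 0 h libraries of the same batch (vertical axes) against time in h, 1 point per library, for 4 lists, with colours, symbols, bars and whiskers as for the transcripts near 0. The oxidative phosphorylation panel shows the untreated 8 h libraries at 0.69, 0.48 and 0.23, against 0.01 to 0.19 in the exosome 8 h libraries.

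At 8 h the untreated libraries differed from 0 h in a large share of all genes. The oxidative phosphorylation list did not hold as a group (adjusted p = 0.393 with an estimated correlation), and its median was 0.69 and 0.48 in untreated replicates 1 and 2 against 0.23 in replicate 3. Of its genes, Uqcrq, a subunit of complex III, went from 1204 ± 64.0 to 2483 ± 1102 normalized counts and Ndufa1, a subunit of complex I, from 823 ± 103 to 1588 ± 485. The proteasome gene Psmb10 went from 1367 ± 216 to 2018 ± 364. Hk2, a glycolysis enzyme, went down from 3345 ± 906 to 1575 ± 530.

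limma called 4702 genes at 8 h, 2353 higher and 2349 lower. Of oxidative phosphorylation genes 62 of 76 rose and 63 when adjusted over the list alone (median 0.45), led by Uqcrq (0.93 ± 0.22, adjusted p = 0.00398) and Ndufa1 (0.90 ± 0.21), of mitochondrial ribosome genes 17 of 28 (median 0.37), led by Mrpl12 (0.89 ± 0.17), and of cytotoxic effectors 12 of 19 with 1 lower (median 0.48), among them Ifng (0.74 ± 0.19) and the granzyme genes Gzma (0.68 ± 0.19) and Gzme (0.59 ± 0.12). Of hypoxia targets 10 of 17 fell (median -0.28), of glycolysis genes 8 of 19 (-0.24) and of cholesterol genes 8 of 24 (-0.14). These 6 lists passed with the preset correlation, at adjusted p = 3.04e-18, 5.99e-09, 3.78e-05, 0.00059, 0.0205 and 0.00215 in that order, and had adjusted p = 0.393 each with an estimated correlation. Histones (7 of 28 higher, median 0.59, adjusted p = 0.0038), G1/S genes (9 of 30 higher, 0.000467), T cell identity (9 of 18 higher and 2 lower, 0.0363) and TGF-beta targets (3 of 12 lower, 0.0363) had adjusted p = 0.393 to 0.466 with an estimated correlation. Large rises were those of the skeletal muscle genes Acta1 (5.03 ± 1.69, adjusted p = 0.0268) and Cmya5 (3.42 ± 1.26). These and the oxidative phosphorylation medians were highest in untreated replicates 1 and 2, and the calls of the 2 genes were lost in 4 and 5 of 7 leave-outs. Among genes other than pseudogenes, Bcl2l15 (-1.93 ± 0.39), Adamts7 (-1.90 ± 0.41), Tmem95 (-1.83 ± 0.38), Arhgef11 and the nitric oxide synthase gene Nos2 (-1.76 ± 0.43) fell most, and these 5 kept their calls in the 7 leave-outs. The call of Ifng was lost without untreated 8 h replicate 1 (adjusted p = 0.0612) and that of Gzma without replicate 1 or 2 (up to 0.0802). Batch 2 alone gave 3941 genes, 2984 of them shared, leaving out untreated 8 h replicate 1 or 2 gave 2354 or 2109, and without the 8 libraries with muscle transcripts, which leaves 1 untreated 8 h library, 378 were called.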

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

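The tests of the 3 patterns weighed in this part were chosen after the results were seen, and those of change over time, background, dose, levels in untreated cells, libraries apart at 0 h, muscle transcripts, transcript length and splits were revised after a first result.

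The exosome effect differed between the batches for 5 genes in the test of the difference itself: Cmtm4 (adjusted p = 2.57e-05), Rnf144a (0.00488), Cerk (0.0431), Wsb2 (0.0463) and Hist1h3c (0.0463). NF-kB targets and immediate early genes differed as lists (adjusted p = 0.00428 for each with an estimated correlation). Within batch 2 the exosome effect differed between times for Nfkbia (F test adjusted p = 0.000287), Nfkb2 (0.00184) and Relb (0.00184). With the preset correlation, lists differed between times: fibroblast and matrix markers (0.0445) and oxidative phosphorylation (0.00201) at 2 h against 0.5 h, NF-kB targets (9.9e-09) at 4 h, and at 8 h cytotoxic effectors (0.000957), NF-kB targets (0.00905), oxidative phosphorylation (6.04e-16), mitochondrial ribosome (7.75e-07) and histones (0.000537). Of these, none held in the second form of the test, at adjusted p = 0.132 to 0.902 with an estimated correlation. Among the 4 libraries at 0 h, the gap of the farthest library over the range was tested for 31 quantities, 28 of them levels of genes, 19 of these added after the results were seen. It passed for Egr1 (0.98), Lta (0.898), Prdm1 (0.934), Hk2 (0.89), Etv5 (0.873), Ankrd37 (0.868) and Bcl2 (0.865), each with replicate 1, the only batch 1 library there, apart. Chance gives about 1 in 20, and of 13680 genes 12% had a library apart, replicate 1 in 1344 of 1642.

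The first pattern is the 48 transcripts near 0 in untreated libraries and present with exosomes, such as Tyrp1, Mitf and Dct. Low background, as in untreated 4 h replicate 1 and exosome 8 h replicate 3, is argued against because 44 of 48 genes stayed called without these libraries; a first test, medians of 2.58 in that untreated library against 12.5 in treated ones, had not decided. Build-up over hours in the treated cells, by a log2 rise of 1 or more over these 48 transcripts, is argued against. The median effect was 3.35 at 0.5 h and 2.94 at 8 h (median change -0.391, or -0.71 in batch 2 and 0.26 in batch 1). The mean change of -0.37 ± 0.53 (standard error over libraries) reaches 0.69 at 2 standard errors, below that rise. A smaller rise stays open. The 48 were taken by their call in the mean over the 4 times, so transcripts that appear late may be missing. RNA carried by the exosomes and induction within 0.5 h cannot be told apart, since either gives full levels at 0.5 h and the exosomes themselves were not sequenced. An earlier bound with an error over genes (0.121) had also excluded build-up, and one that asked for a fall in both batches had not.

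The second pattern is the rise of NF-kB targets such as Nfkbia and Relb in batch 2 and not, as a list, in batch 1. For a lower dose of exosomes of the same make-up, as the whole cause, the spread of batch differences over the 48 transcripts was 3.63 times their squared standard errors. It ran from -2.28 for Dok5 to 2.94 for Cerk. The spread cannot decide, since a common lower dose gives unequal differences on the log2(normalized count + 1) scale. Untreated means differed, for example 0 for Tyrp1 and 8.07 for Poglut1. A first test counted 1 gene higher in batch 1 and 13 in batch 2. The 1 gene was Dok5 (-2.284 ± 0.485, adjusted p = 0.00109 over the 48 transcripts in the test of the difference). A lower dose changes the size of a difference on this scale but not its sign, so it alone leaves Dok5 unexplained. A single gene does not settle this for the set. Lack of precision in batch 1 is argued against by the test of the difference (adjusted p = 0.00428 with an estimated correlation). Levels already high in untreated batch 1 cells are argued against for Nfkbia, Nfkb2 and Relb. These stood at -0.18 ± 0.13, -0.18 ± 0.06 and -0.0605 ± 0.106 (standard error over libraries) against untreated batch 2 cells. High levels stay open for Tnfaip3 (1.82 ± 0.32) and Bcl3 (0.255 ± 0.098). A first rule, on untreated batch 1 against treated batch 2 cells, had counted against the 5 genes as a set. On that comparison Tnfaip3 went the other way, at 0.738, with the rest at -0.893 to -0.233. The median difference was 0.98, with 5 of 48 transcripts at least as high in batch 1. A lower dose in batch 1, exosome preparations of different make-up or cells in a different state could each give the pattern. No label separates them, though a lower dose alone would leave Dok5 unexplained.

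The third pattern is the shift of oxidative phosphorylation genes such as Uqcrq and 4702 genes in all in untreated 8 h libraries. Exosome 8 h libraries gave 242 genes against 0 h. This count cannot decide on time in culture alone, since exosomes could hold the genes back in treated cells. The skeletal muscle transcripts, such as Acta1, in untreated 8 h replicates 1 and 2 stay open: 6 libraries with them outside this group had list medians from 0.05 to 0.38, higher than the rest by 0.0932 ± 0.0729 (permutation p = 0.156), and the 4702 genes were 378 without the 8 muscle libraries and 2398 with a muscle term. Against them go exosome 0.5 h replicate 3, at 0.05 with more muscle signal (0.0238%) than either untreated 8 h library (0.0182 and 0.0179%), and untreated 2 h replicate 1, at 0.52 without it, but single libraries exclude nothing; a first rule without the standard error had excluded them. A trend with transcript length cannot be told apart, since r = -0.79 (n = 25, permutation p = 0.00024), or -0.442 (p = 0.0434) without untreated 2 h replicate 1 and exosome 2 h replicate 2, stands beside rank correlation -0.388 (p = 0.0561) and, without the 2 farthest libraries of each batch, r = -0.347 (exact p = 0.497) in batch 1 and -0.251 (permutation p = 0.365) in batch 2; a looser first rule would have counted it in favour. With all libraries outside untreated 8 h kept, r was -0.969 (permutation p = 0.00441) in batch 1 and -0.504 (permutation p = 0.049) in batch 2. The rank correlations were -0.786 (p = 0.0279) and -0.164 (p = 0.53). With length as a covariate the list median went from 0.45 ± 0.12 to 0.20 ± 0.09 and its called genes from 62 to 17, so a length trend may contribute, and exosomes holding the genes back at 8 h stays open.

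Other splits of the same libraries bear on each count. For the mean exosome effect 1 of 100 splits, the real one, gave as many genes (68, highest other 0), and so did 1 of 100 splits drawn within batches (highest other 30), so chance can be excluded. For untreated cells against 0 h the real split was also the 1 of 35 with as many genes at 0.5 h (28, highest other 20), 2 h (272, 153), 4 h (177, 97) and 8 h (4702, 778). Splits that keep 1 batch 1 library in each group number 20 there, too few for a share under 0.05, with a highest other of 1, 57, 9 and 7. For exosomes at 0.5, 2 and 4 h the 10 splits are too few for a share under 0.05, with 1 split each as large and 36, 28 and 23 genes against a highest other of 0. At 8 h the 10 splits are also too few, with 3 splits as large and 67 genes against 610 in the split that puts untreated replicates 1 and 2 with exosome replicate 3, which points to a structure of these libraries. For the difference between times limma called 0 genes (1873 at an unadjusted p below 0.05, 0 with edgeR, 5 with DESeq2), so 100 of 100 splits reach that count by construction and say nothing about chance; the highest other was 1816.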

How the results depend on the processing

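Leave-outs and most alternatives were fixed in advance; the covariate for gene length, the muscle settings, leaving out the 2 libraries with the fewest genes at 0, leaving out untreated-low genes and the effect per batch were added after seeing the data. Over all alternatives 226 counts stayed within 1.5 times the reported one and 84 moved. Single genes kept direction and side of the threshold in 7708 cases, lost the call in 1482, gained it in 22 and reversed in 6, and uncalled ones moved by over a standard error or to a call the other way in 73. Lists past the preset test stayed past it in 47 cases with an estimated correlation or fry and lost it in 119. Where a count fell under a higher filter or without untreated-low genes, fewer genes were tested. That alone does not account for exosomes at 8 h. There 37 of the 67 called genes averaged 10 or more normalized counts in untreated libraries, yet 0 were called without untreated-low genes. For this and the other counts the cause was not tested. Shallow libraries limit transcripts near 0.

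Exosomes at 0.5 h (36 genes): no filter 80, filter of 50 8, library weights 55, without untreated-low genes 1, leave-outs 30 to 46. At 2 h (28): filter of 50 5, weights 55, without muscle libraries 16, without untreated-low genes 0, only the 2 groups 12, leave-outs 14 to 23. At 4 h (23): no filter 35, filter of 50 4, batch 2 alone 39, weights 43, without untreated-low genes 0, only the 2 groups 2, leave-outs 16 to 24. At 8 h (67): filter of 50 10, no batch term 29, replicate block in its place 21 or added 44, weights 8133, DESeq2 953, without the 2 libraries with the fewest genes at 0 39, length covariate 30, without muscle libraries 20, muscle term 29, without untreated-low genes 0, only the 2 groups 1, leave-outs 25 to 3903. In the mean (68): no filter 193, filter of 50 17, weights 461, length covariate 105, without untreated-low genes 13, leave-outs 59 to 72. For the difference between times (0 by limma): batch 2 alone 3, weights 5527, DESeq2 5, edgeR 0, without muscle libraries 1, leave-outs 0 to 1347, the highest without untreated 8 h replicate 3.

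Untreated cells against 0 h at 0.5 h (28): no batch term 12, block in its place 7, weights 118, leave-outs 19 to 31. At 2 h (272): no filter 176, no batch term 18, block in its place 1 or added 138, batch 2 alone 495, weights 1412, DESeq2 416, length covariate 488, only the 2 groups 124, leave-outs 148 to 312. At 4 h (177): no batch term 10, block in its place 4 or added 92, batch 2 alone 692, weights 1816, DESeq2 287, without the 2 libraries with the fewest genes at 0 78, length covariate 478, only the 2 groups 320, leave-outs 52 to 185. At 8 h (4702): no batch term 1834, block in its place 1007, weights 10343, length covariate 1322, without muscle libraries 378, muscle term 2398, only the 2 groups 2245, leave-outs 2109 to 5679. Weights put 58.9 on untreated 8 h replicate 2 and at most 2.77 on any other library, and their fit did not converge. Without muscle libraries, which leaves 1 untreated 8 h library assumed to vary like the others, the 8 h changes of Mef2c (-0.006), Dst (-0.139), Gbp7 (0.005), Cenpf (0.119), Mki67 (0.133) and Pttg1 (-0.04) reversed. In that setting exosome 0.5 h replicate 2 and exosome 4 h replicate 3 are also the only libraries of their groups. It therefore cannot test the exosome effect at these times. Replicate numbers do not pair the libraries: after group means were removed, same-number libraries correlated at 0.117 on average, with a lowest of -0.648, and same-batch libraries at 0.375.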

Other observations

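The comparisons of libraries in this part were chosen after the values were seen.

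Skeletal muscle genes stood out in 8 libraries of both treatments. Acta1 was between 75.2 and 415 normalized counts in exosome 0.5 h replicates 1 and 3, untreated 2 h replicate 2, exosome 2 h replicate 2, exosome 4 h replicates 1 and 2 and untreated 8 h replicates 1 and 2, and at most 4.71 in the other libraries. The 15 muscle markers on the list made up 0.00911 to 0.0318% of signal in these 8 libraries and 0.00356 to 0.00629% in the others.

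Within batch 2, normalized counts of Wsb2 and Cmtm4 followed those of Ryk and Tyrp1 over the 8 treated libraries. Against Ryk the correlations were 0.949 for Wsb2 (exact permutation p = 0.000347, rank correlation 0.929) and 0.924 for Cmtm4 (exact permutation p = 0.00213, rank correlation 0.81). Against Tyrp1 they were 0.932 for Wsb2 (exact permutation p = 0.00248, rank correlation 0.762) and 0.93 for Cmtm4 (exact permutation p = 0.00357), where the rank correlation of 0.595 did not pass (exact permutation p = 0.132). Without the 2 libraries farthest from the median of Ryk or Tyrp1 they were 0.83 and 0.616 against Ryk and 0.608 and 0.428 against Tyrp1. RNA carried by the exosomes may add to that of the cells here, a hypothesis that its own test leaves open. The log2 effect at 0.5 h minus that at 8 h was 0.452 ± 0.121 for Wsb2 and 0.57 ± 0.16 for Cmtm4 in batch 2, but 0.13 and -0.17 in batch 1, where 1 library per group gives no error and the effect was highest at 2 h for Wsb2 (0.60) and at 8 h for Cmtm4 (0.50).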
